A study of Rattus norvegicus with 24 samples. Its data were reported in "Systemic Wound Healing Associated with local sub-Cutaneous Mechanical Stimulation" (2016).

How the data were processed

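Small RNA of peripheral blood mononuclear cells (PBMC) from female Wistar rats was measured on 24 one-colour Agilent rat miRNA arrays. The arrays fall into 12 groups of 2, and each array carried RNA of a separate blood sample. Per the study, animals were sacrificed when their blood was drawn, so a change over time is a difference between animals. Collagen-induced arthritis (CIA) is a rat model of rheumatoid arthritis in which the animals are immunised with bovine collagen. Groups and replicate numbers were taken from the sample labels, and the names used here are those of the study. Mechanical stimulation by subcutaneous needle (MS) is called AP in the labels, healthy animals (NOCIA) are called NORA, and untreated arthritic animals (CIA) are called RA. MTX stands for methotrexate, PLA for its saline placebo and ANE for the arm in which isoflurane replaced ether. For the healthy animals at 34 days, 1 line of the label names 1 hour while the title and another line name 34 days, and 34 days was used.

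Per the labels, mononuclear cells were separated on a density gradient, total RNA was extracted with a column kit and labelled with Cy3. Per the file headers, the scanned images were read with Agilent Feature Extraction 10.7.3.1. The deposited scanner values are linear intensity values that had been background-corrected but not normalised between arrays. For each miRNA the software summed its spots into a total intensity and stated whether the miRNA was detected. All 12046 values of undetected miRNAs equalled the error that the software listed for them, so they carry no measured level. The authors also deposited a table of processed values on a log2 scale for the same arrays, and the normalisation behind that table is not stated. Each of its 24 columns matched its own array best. The study summarised its arrays with AgiMicroRna and tested them with limma.

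Of the 677 miRNAs on the array, 132 were detected on all 24 arrays and 432 on none. The total intensity of each miRNA was scaled so that the 75th percentile over the 132 miRNAs was the same on every array. The scale factors ran from 0.452 to 1.42. A floor was then set at 5.76 (2.53 on the log2 scale), the median over arrays of the lowest scaled value of a detected miRNA, and log2 was taken. The 210 miRNAs detected on at least 3 arrays were tested. One model with 12 group means was fitted to all 24 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), which leaves 12 residual degrees of freedom. Tests were two-sided. P-values were adjusted by Benjamini-Hochberg over the 210 miRNAs, and an adjusted p under 0.05 is named a call. The study's own threshold, a fold over 2 with an unadjusted p under 0.05 in miRNAs detected on every array compared, was applied as an alternative. With 2 arrays per group no exact test of a single miRNA can reach 0.05, so only limma's test is given.

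The 16 comparisons, the tests, the lists of miRNAs and most of the alternatives were fixed before the data were examined. The rule for naming miRNAs took, for each comparison, the 3 largest rises and 3 largest falls among calls detected on every array compared. Where none passed, it took the 2 largest changes past the study's threshold. A list of inflammation miRNAs was added to these. Lists of erythroid, platelet, lymphocyte and myeloid miRNAs were used in the closing section only. miR-155 and miR-486 have no entry under those names on the array, so 7 members of the inflammation list were measured. Calls outside the rule are named where a comparison had 5 or fewer, and those were chosen after their values were seen. Where a miRNA was detected on no array of a group, the difference is given as a lower bound. The bound sets the mean of the brighter group against the dimmer group's mean of, per array, the higher of the lowest detected signal and the miRNA's own value.

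The fit was tested on simulated data made from the means and within-group spread of the 210 miRNAs, for the comparison of MS at 34 days with CIA before therapy. Over 20 simulations with 40 changed miRNAs, 45.5% of changes of 1 on the log2 scale and 74.8% of changes of 2 were called. Of the calls, 4.75% were false, and an unchanged comparison gave a mean of 0 calls. The simulation drew each miRNA independently and gave every group the same spread. In the arrays the spread differed between groups, and shifts of a whole array can be shared across miRNAs. These rates therefore do not cover false calls from either source.

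The arrays lay on 3 slides of 8, scanned at 3 times that split them in the same way. Each group lies on 1 slide and each slide holds 4 groups. A difference between slides cannot move a comparison within 1 slide. The other comparisons were made across slides, and a slide term could not be fitted beside the group means. The alternatives tried were other scalings, the mean spot signal, the authors' log2 table, other filters and floors, a fit of only the arrays compared, the replicate number as a block, the study's threshold, and leaving out each array in turn. A correction with normexp had been planned on the mean spot signal and was run on the median signal, the one the files hold. That alternative and 3 others were chosen after the data were seen. The number of arrays limits the precision. Genome positions were not used here.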

Results

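PBMC miRNAs were profiled in healthy animals (NOCIA) and in arthritic animals (CIA) before therapy. Arthritic animals given MS, MTX, ANE or PLA were profiled 1 hour and 34 days into treatment, and NOCIA at both of these times. Each of the 12 groups had 2 arrays. Between 145 and 207 of the 677 miRNAs were detected per array. The summed intensity of the detected miRNAs ran from 137544 to 519917 per array, and no spot was saturated. The 10 brightest miRNAs held 51.5% to 60.9% of it.

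Replicates were compared over the 132 miRNAs detected on all 24 arrays. Across miRNAs, which are not independent replicates, Pearson's r between the 2 replicates of a group had a median of 0.985 over the 12 groups. It was lowest in MS at 1 hour (0.930) and in MS at 34 days (0.952), and highest in PLA at 34 days (0.996). Between arrays of different groups the median r was 0.983. The median absolute difference between replicates was 0.60 (log2) in MS at 1 hour and 0.48 in MS at 34 days, against 0.08 in NOCIA before therapy. In both MS groups replicate 1 had the higher summed intensity, with 371061 against 186549 at 1 hour and 519917 against 305171 at 34 days. The spread between replicates therefore differed between groups, while the fit used a spread shared by all of them.

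**Figure D1:**
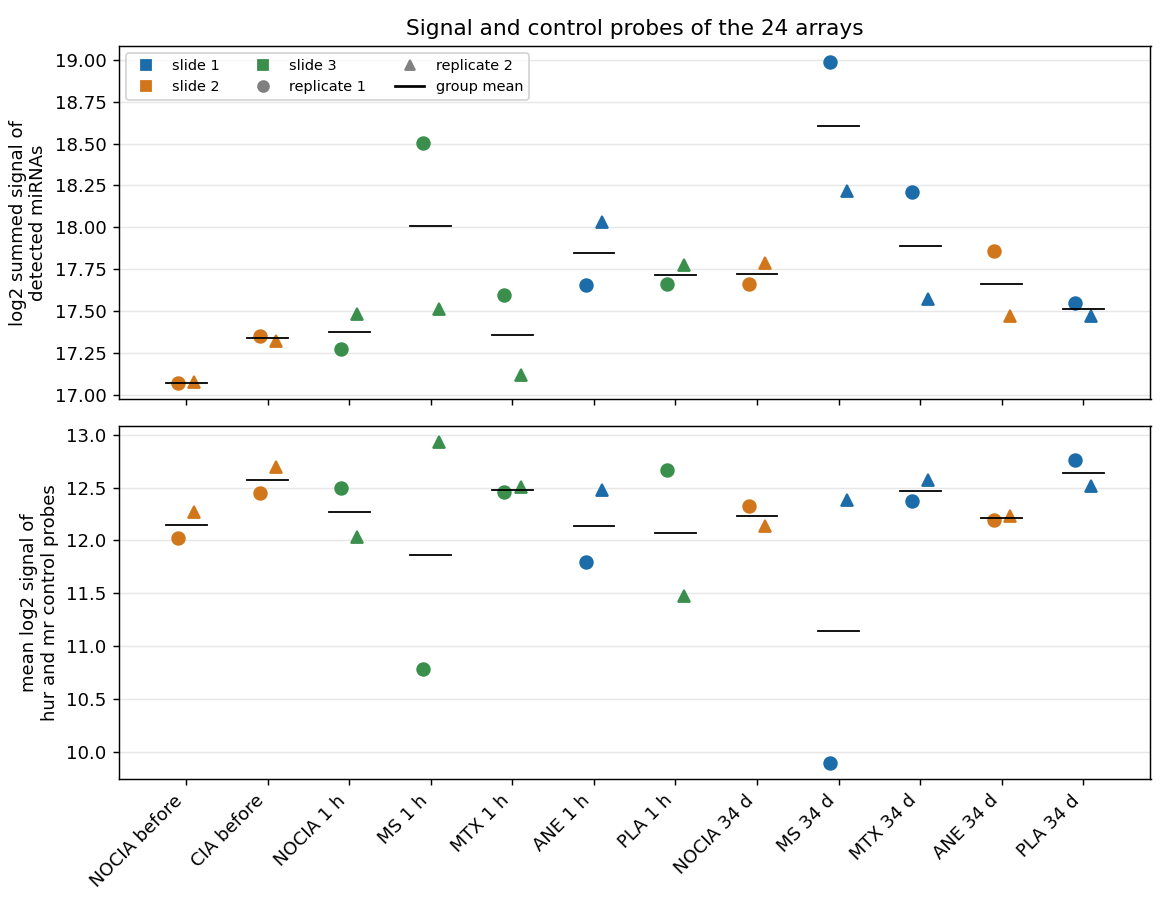
Summed intensity of detected miRNAs (log2, top) and mean log2 signal of the hur and mr control probes (bottom) for each of the 24 arrays, by group; circles are replicate 1, triangles replicate 2, lines group means, and colours the 3 slides. Replicate 1 of MS had the lowest control probe signal at 34 days (9.90) and at 1 hour (10.78), while the other 22 arrays lay between 11.48 and 12.93.

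The slides divided the groups unevenly. Slide 1 carried ANE at 1 hour with MS, MTX and PLA at 34 days. Slide 2 carried NOCIA and CIA before therapy with NOCIA and ANE at 34 days. Slide 3 carried NOCIA, MS, MTX and PLA at 1 hour. Of the 16 comparisons, those of CIA with NOCIA before therapy, of ANE at 34 days with CIA, of NOCIA at 34 days with NOCIA before therapy, and those between arms at one time were made within 1 slide. The others, among them MS, MTX and PLA against CIA before therapy, were made across slides, and no fit with the slide as a term could separate it from the groups. A difference between slides can therefore enter their values.

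The comparison of CIA with NOCIA before therapy addressed the effect of arthritis itself. With limma, 2 of 210 miRNAs were called, 1 higher and 1 lower in CIA, and 16 had an unadjusted p under 0.05 where chance gives 10.5. The alternative that moved this count most was testing all 677 miRNAs with no filter, which gave 371 calls, of which 351 were detected on none of the 24 arrays. Both calls were named after their values were seen, and both were undetected in 1 of the groups. miR-122 had a mean of 7.74 ± 0.02 (log2, SD, n = 2) in NOCIA and was detected on neither CIA array, which makes it at least 32.4-fold lower in CIA (adjusted p 0.00208). miR-3593-3p had a mean of 5.07 ± 0.29 in CIA and was detected on neither NOCIA array, at least 3.83-fold higher in CIA (adjusted p 0.000873). In healthy animals at 34 days, miR-122 was detected on neither array and miR-3593-3p had a mean of 5.28. At 1 hour they had means of 3.19 and 5.16. Later healthy animals were thus closer to CIA than to NOCIA before therapy in both miRNAs. Neither call can therefore be assigned to arthritis. No miRNA detected on all 4 arrays was called. Past the study's threshold only, miR-125a-3p was higher in CIA by 1.21 (SE 0.46, adjusted p 0.353).

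The comparisons at 1 hour with CIA before therapy addressed the early response to each treatment. In MS at 1 hour limma called 0 miRNAs, with 27 at an unadjusted p under 0.05 and 1 higher and 6 lower past the study's threshold. The largest of these were miR-99a, which fell by 1.94 (SE 0.85), and miR-150*, which fell by 1.79 (SE 0.82), both with an adjusted p of 0.366, and miR-150* was at 3.52 on replicate 1 and 6.14 on replicate 2. Without replicate 2 of MS at 1 hour, 34 miRNAs were called. MTX at 1 hour had 3 calls, all higher. let-7b* had a mean of 4.63 ± 0.55 and was detected on neither CIA array, at least 3.74-fold higher (adjusted p 0.000288). miR-3544 had a mean of 4.86 ± 0.15 against 3.12 ± 0.63 (adjusted p 0.000288), and miR-298 4.76 ± 0.20 against 3.11 ± 0.83 (adjusted p 0.0225), each detected on 1 of the 2 CIA arrays. PLA at 1 hour had 2 calls, let-7b* at 4.32 ± 0.53, at least 3.03-fold higher (adjusted p 0.00161), and miR-3544 at 4.82 ± 0.06 (adjusted p 0.000653). ANE at 1 hour had 1 call. miR-122 had a mean of 7.19 there, at least 22.1-fold higher (adjusted p 0.0132), with 8.96 on replicate 1 and 5.43 on replicate 2. All 6 of these calls were named after their values were seen. let-7b*, miR-3544, miR-298 and miR-122 lay at the floor with an SD of 0 in MS at 34 days and in some other groups. Such groups lower the spread that the fit shares, in each comparison that calls these miRNAs. Their adjusted p therefore rests partly on groups without a measured spread. At an unadjusted p under 0.05 there were 9 miRNAs in MTX, 38 in ANE and 17 in PLA, against the 27 in MS. ANE had 7 higher and 2 lower past the study's threshold. Past the study's threshold only, miR-34b was higher in MTX by 1.28 (SE 0.51, adjusted p 0.644) and in ANE by 1.60 (SE 0.51, adjusted p 0.248), miR-34c was higher in ANE by 1.47 (SE 0.62, adjusted p 0.263), and miR-32 was higher in PLA by 1.30 (SE 0.60, adjusted p 0.567).

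In healthy animals at 1 hour against before therapy, limma made 5 calls, 4 higher and 1 lower, all named after their values were seen. let-7b* had a mean of 4.43 ± 0.06 at 1 hour (at least 2.45-fold higher, adjusted p 0.000689), miR-3544 4.77 ± 0.0028 (at least 3.10-fold, adjusted p 0.000282) and miR-3593-3p 5.16 ± 0.06 (at least 4.06-fold, adjusted p 0.000282). These 3 were detected on neither array before therapy. miR-298 rose from 2.87 ± 0.49 to 4.58 ± 0.48 (adjusted p 0.0098). miR-122 was detected on 1 of 2 arrays at 1 hour, with a log2 change of -4.56 (SE 0.81, adjusted p 0.0035). The rises of let-7b*, miR-3544 and miR-298 were thus seen in untreated healthy animals as well as under MTX and, for the first 2, PLA, all on slide 3. Past the study's threshold only, miR-125a-3p rose by 1.66 (SE 0.46, adjusted p 0.104) and miR-484 by 1.58 (SE 0.61, adjusted p 0.346).

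**Figure D2:**
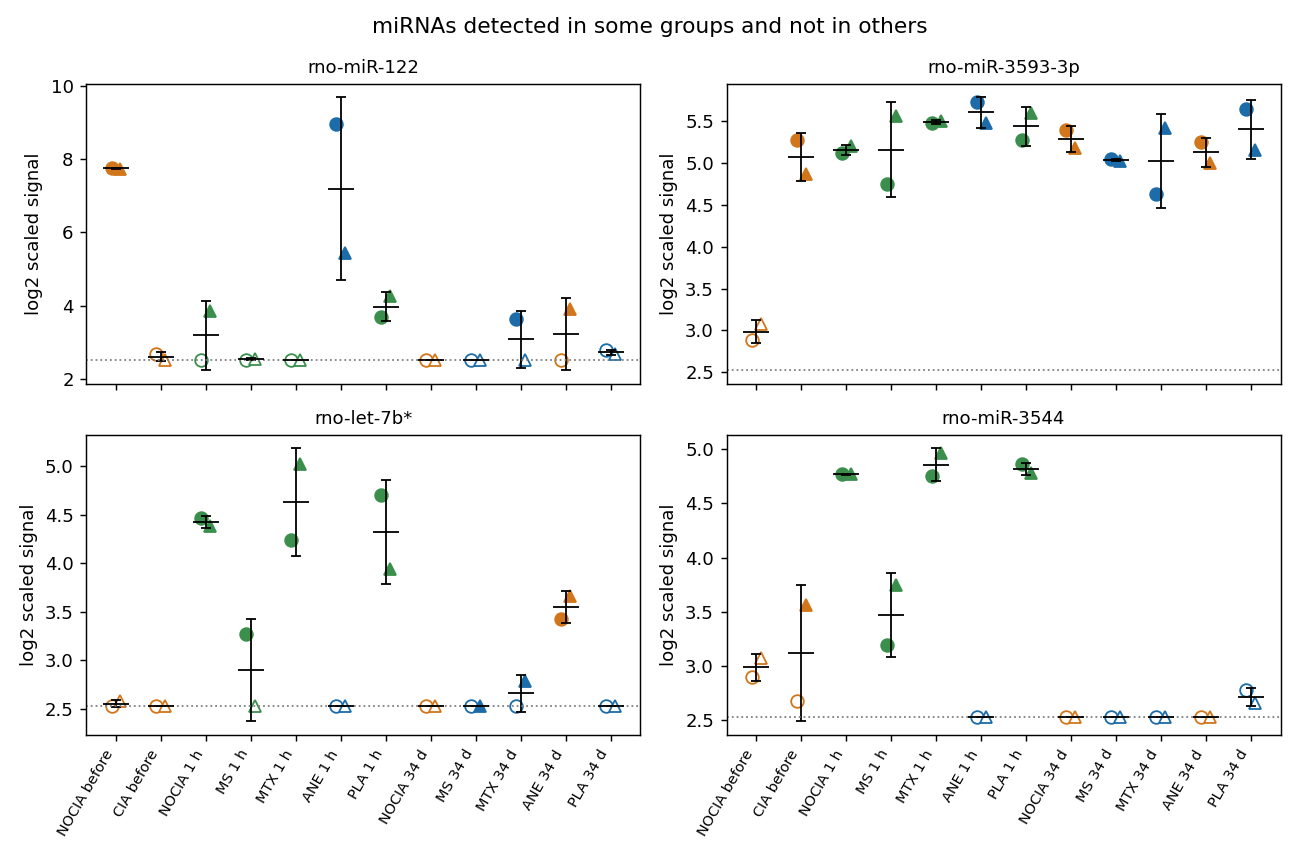
Log2 scaled signal of 4 miRNAs on each of the 24 arrays, by group; circles are replicate 1, triangles replicate 2, filled where the miRNA was detected, bars are mean and SD (n = 2), colours are slides as in the plot of array signal, and the dotted line is the floor at 2.53. miR-3593-3p was undetected only on the 2 arrays of NOCIA before therapy, and miR-3544 was above 4 only in NOCIA, MTX and PLA at 1 hour.

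The comparisons at 34 days with CIA before therapy addressed the late response. In MS at 34 days limma called 40 miRNAs, 33 higher and 7 lower, of which 31 and 4 were detected on all 4 arrays. At an unadjusted p under 0.05 there were 102. Leaving out the scaling gave 132 calls, scaling to the percentile over all miRNAs gave 0, and quantile normalisation also gave 0. With 145 to 207 of 677 miRNAs detected per array, the percentile over all miRNAs lies near the detection limit. It can therefore rest on undetected miRNAs, which carry no measured level. The count also depended on single arrays. Leaving out replicate 1 of MS gave 0 calls and leaving out its replicate 2 gave 103, while leaving out replicate 1 or replicate 2 of CIA before therapy gave 1 and 0. Among the calls detected on all 4 arrays, the largest rises were miR-488, from 3.55 ± 0.0051 to 5.63 ± 0.39 (log2 change 2.08, SE 0.58, adjusted p 0.0383), miR-32, from 4.15 ± 0.25 to 6.07 ± 1.07 (1.92, SE 0.60, adjusted p 0.0406), and miR-497, from 5.18 ± 0.03 to 6.84 ± 0.61 (1.65, SE 0.51, adjusted p 0.0406). The largest falls among the same calls were miR-3588, from 9.82 ± 0.25 to 6.64 ± 1.46 (-3.17, SE 0.73), miR-500, from 9.49 ± 0.095 to 7.51 ± 0.59 (-1.98, SE 0.53), and miR-652*, from 6.73 ± 0.72 to 5.11 ± 0.54 (-1.63, SE 0.45), each with an adjusted p of 0.0383. On both MS arrays each of the 6 lay on the same side of both CIA arrays.

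**Figure D3:**
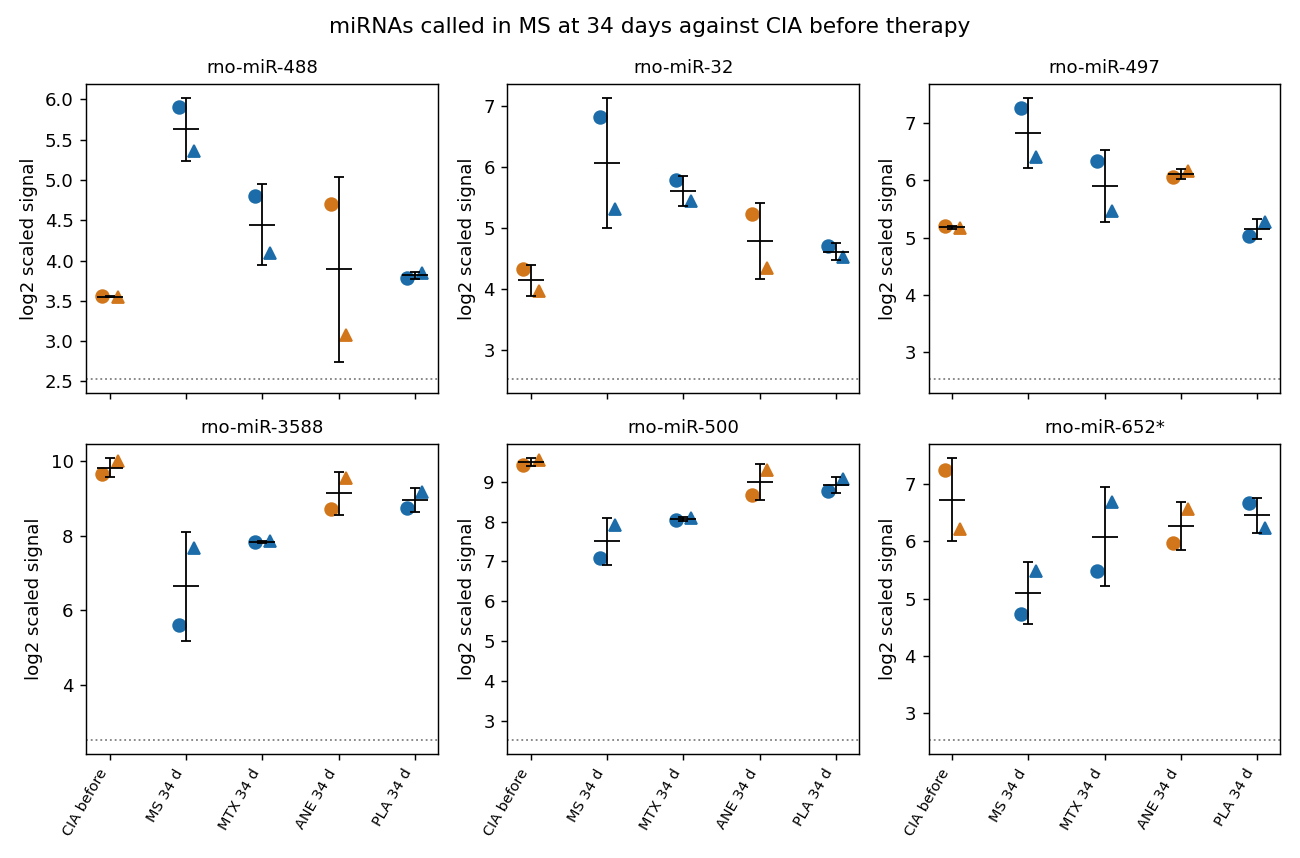
Log2 scaled signal of the 6 miRNAs named in MS at 34 days (the 3 largest rises and 3 largest falls among calls detected on every array compared), per array, in CIA before therapy and the 4 arms at 34 days; circles are replicate 1, triangles replicate 2, bars are mean and SD (n = 2), colours are slides and the dotted line is the floor. For all 6 miRNAs replicate 1 of MS lay farther from CIA before therapy than replicate 2, for miR-3588 at 5.61 against 7.67.

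MTX, ANE and PLA at 34 days had 0 calls each against CIA before therapy with limma, with 15, 6 and 4 miRNAs at an unadjusted p under 0.05. Past the study's threshold there were 3, 1 and 1. In MTX these included miR-3588, which fell by 1.98 (SE 0.73), and miR-32, which rose by 1.47 (SE 0.60), both with an adjusted p of 0.658. In ANE miR-484 rose by 2.32 (SE 0.61, adjusted p 0.260), and in PLA miR-3085 fell by 1.23 (SE 0.40, adjusted p 0.583). NOCIA at 34 days against before therapy had 2 calls, named after their values were seen. miR-122 was detected on neither array at 34 days, at least 37.0-fold lower (adjusted p 0.00177), and miR-3593-3p had a mean of 5.28 ± 0.15, at least 4.43-fold higher (adjusted p 0.000296). Past the study's threshold only, miR-3588 fell by 1.95 at 34 days in NOCIA (SE 0.73, adjusted p 0.591) and miR-125a-3p rose by 1.01 (SE 0.46, adjusted p 0.695).

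Arms were also compared at one time, within 1 slide. MS against PLA at 1 hour had 2 calls, both lower in MS. miR-3544, detected on all 4 arrays, had a mean of 3.47 ± 0.39 in MS and 4.82 ± 0.06 in PLA (log2 difference -1.35, SE 0.23, adjusted p 0.00782). let-7b*, named after its values were seen and detected on 1 of the 2 MS arrays, differed by -1.42 (SE 0.28, adjusted p 0.0162). At 34 days MS against PLA had 0 calls, with 84 miRNAs at an unadjusted p under 0.05 and 20 higher and 11 lower past the study's threshold, and 91 calls without replicate 2 of MS. The largest of these were miR-3558-3p, lower in MS by a log2 difference of -3.08 (SE 1.12, adjusted p 0.0701) with replicate 1 at the floor, and miR-1949 at -2.78 (SE 1.03, adjusted p 0.0727). MTX against PLA at 34 days had 0 calls and 5 at an unadjusted p under 0.05, with miR-339-5p at 1.21 past the study's threshold (SE 0.54, adjusted p 0.922). MS against MTX at 34 days had 0 calls and 37 at an unadjusted p under 0.05, with miR-664 at -1.32 (SE 0.50, replicate 1 of MS at the floor) and miR-338 at 1.27 (SE 0.51) past the study's threshold, both with an adjusted p of 0.259.

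The change in MS to 34 days was set against the change in NOCIA over the same time. With limma 1 miRNA was called, miR-3593-3p, named after its values were seen, with a fitted difference between changes of -2.34 (SE 0.40, adjusted p 0.0102). The fit used the values listed for the undetected arrays of NOCIA before therapy, so this is neither a measured size nor a bound. It moved from 5.07 ± 0.29 to 5.03 ± 0.01 in MS, and in NOCIA from undetected to 5.28 ± 0.15. There were 17 miRNAs at an unadjusted p under 0.05, and past the study's threshold miR-652* (-1.48, SE 0.64) and miR-210 (1.27, SE 0.54), both with an adjusted p of 0.465. None of the 40 miRNAs called in MS at 34 days was called in this test. Their median shift here was 0.78 in the direction of their calls, against 1.11 in MS alone. The median SE over all miRNAs was larger here (0.49 against 0.34). The absence of calls therefore does not show that the healthy change accounts for them. The 40 were picked on the MS change, which favours a large shift here.

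Of the 7 measured inflammation miRNAs, 0 were called between CIA and NOCIA before therapy, over all miRNAs or adjusted over the list alone, with 0 at an unadjusted p under 0.05 in limma, and the largest change was 0.57 (miR-150). In MS at 34 days 1 was called over all miRNAs and 4 adjusted over the list alone. miR-223 rose by 0.89 (SE 0.25, adjusted p 0.0383). miR-146a fell by 1.52 (SE 0.53, adjusted p 0.0526), miR-150 fell by 2.43 (SE 0.89, adjusted p 0.0549) and miR-126 rose by 1.17 (SE 0.47, adjusted p 0.0663). For these 4 miRNAs replicate 1 of MS lay farther from CIA than replicate 2. miR-150 was at 9.55 on replicate 1 and 12.43 on replicate 2, against 13.38 and 13.47 in CIA, so replicate 1 carried most of its fall. miR-181a changed by -0.80, miR-16 by -0.41 and miR-21 by 0.01, and without scaling these became 0.40, 0.78 and 1.20. Of the 4 called over the list alone, without scaling miR-146a was at -0.33 (adjusted p 0.389 over all miRNAs), miR-150 at -1.24 (0.105), miR-223 at 2.09 (0.0101) and miR-126 at 2.36 (0.0112). Leaving out scaling moved the median of all 210 miRNAs from 0.16 to 1.32. In MTX and PLA at 34 days limma called 0 by either adjustment, with 1 and 0 at an unadjusted p under 0.05. Some members are also in the study's own lists from these samples, so the adjustment over the list alone is not independent evidence.

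The 4 arms at 34 days were also compared with each other in their change from CIA before therapy. With 0 calls in MTX, ANE and PLA, no call could be shared by all 4. Across the 140 miRNAs detected on all arrays of these groups, log2 changes of MS and MTX correlated with r = 0.87 and those of MS and PLA with r = 0.33. The 4 comparisons share their CIA arrays. Unchanged groups simulated 1000 times against shared arrays gave a median r of 0.56, with 95% of simulations between -0.38 and 0.92, and the 6 observed values lay inside that range. The share of miRNAs with one sign in all 4 arms was 59.3%, against a median of 38.6% and an upper limit of 79.3% in the simulation.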

Values the study reported

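The study took blood before any therapy, at 1 hour and at 34 days into treatment. Animals were sacrificed when their blood was drawn, so the times were sampled in different animals.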

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

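The test of the slide in this part was chosen after the result was seen. The values with normexp were also chosen after the data were seen.

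miR-3544 and let-7b* differed between MS and PLA at 1 hour, with log2 differences of -1.35 and -1.42, so the 2 arms differ in their change from the same CIA arrays. Both miRNAs had risen in MTX, PLA and healthy animals, all on slide 3. MS at 1 hour lay on the same slide and stayed lower (larger adjusted p 0.0162), but both miRNAs lie close to the floor, so a part played by the slide in the rises cannot be told apart from the groups. The difference also depended on the processing. Without scaling the differences were -0.88 for miR-3544 and -0.97 for let-7b*, with adjusted p 0.667 and 0.894, and with normexp they were -0.00033 and 0.0098. A limma fit of only the arrays compared takes no spread from other groups at the floor and leaves 2 residual degrees of freedom. In that fit both miRNAs had an adjusted p of 0.663. Over all alternatives the adjusted p ran from 0.00493 to 0.999 for miR-3544 and from 0.00495 to 0.982 for let-7b*. Single arrays mattered too. Without replicate 1 of MS the adjusted p of miR-3544 was 0.0654. That of let-7b* was 0.0734 without replicate 2 of MS and 0.161 without replicate 1 of PLA. Scaling may contribute, since replicate 1 of MS at 1 hour had the highest summed intensity of its slide (371061). A response to mechanical stimulation stays open and was not tested separately.

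The fitted change of miR-3593-3p to 34 days differed between MS and NOCIA by -2.34, which is not a measured size, since NOCIA before therapy was undetected. The MS side moved from 5.07 ± 0.29 to 5.03 ± 0.01, less than its spread, and the difference came from NOCIA before therapy, where neither array detected it while all other 22 arrays did. With the mean spot signal the difference was -0.85 (adjusted p 0.460), with the authors' log2 table -0.58 (adjusted p 0.481) and with normexp -0.18 (adjusted p 0.498), over a range of 0.00078 to 0.498 in all alternatives. The adjusted p was 0.0852 without replicate 1 of CIA before therapy, 0.076 without replicate 1 of NOCIA at 34 days and 0.0515 without replicate 1 of MS at 34 days. No technical explanation was tested. A biological difference of healthy animals before therapy stays open and was not tested, and NOCIA at 1 hour and 34 days did not share it.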

How the results depend on the processing

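The alternatives chosen after the data were seen were normexp on the median signal, undetected values at the floor, control probe signal as a covariate and subtracting the healthy change. Slide and scan as blocks were not run, since each group lies on 1 slide and the group means take up the slide. The test of calls on undetected miRNAs was void, because the setting fixes its outcome. Unless stated, the cause of a changed count was not tested. Over all alternatives and leave-out fits, 291 counts stayed within 1.5 times the reported count and 129 did not. The 291 include counts of 0 that stayed at 0. A count inside the limit can also hold other miRNAs, as with normexp in MS at 34 days, where 22 of the 40 calls were shared. The tally is therefore no measure of stable calls. All 35 values of the median correlation between arms or between replicates moved by less than their spread. Some could not move, so they say nothing about stability. No scaling, no filter on detection, both other floors, only the arrays compared and the replicate block left the median between arms at exactly its main value (0.535). No scaling, no filter and both floors also left that between replicates unchanged. Of the values of single miRNAs, 1012 kept their direction and side of the threshold, 168 lost significance and 33 gained it. Of those whose sign did not stay the same, 7 had been called and reversed, and 37 had not been called and changed sign or became 0. Among these were miR-181a and miR-16 in MS at 34 days, which without scaling went from -0.80 to 0.40 and from -0.41 to 0.78.

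With the 75th percentile over all miRNAs, the calls were 4 in CIA against NOCIA, 0 in MTX, ANE and PLA at 1 hour, 2 in NOCIA at 1 hour, 0 in MS at 34 days, 4 in NOCIA at 34 days, and 0 in MS against PLA at 1 hour, in the difference between changes and in the inflammation list for MS. That percentile lies near the detection limit and can rest on undetected miRNAs. With quantile normalisation they were 4 in CIA against NOCIA, 1 in MTX, 0 in PLA and 3 in NOCIA at 1 hour, and 0 in MS at 34 days and in MS against PLA at 1 hour. Without scaling they were 1 in MTX and 3 in NOCIA at 1 hour, 132 in MS at 34 days (128 higher, 4 lower, 36 shared with the 40), 0 in MS against PLA at 1 hour, 124 in MS against PLA at 34 days (122 higher, 2 lower), 1 in MTX against PLA and 0 in the difference between changes.

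With the mean spot signal the calls were 0 in CIA against NOCIA, 1 in MTX, 0 in ANE, PLA and NOCIA at 1 hour, 1 in NOCIA at 34 days, and 0 in MS against PLA at 1 hour and in the difference between changes. The change of miR-298 in NOCIA at 1 hour reversed to -0.21. MS at 34 days had 58 calls (34 higher, 24 lower, 34 shared). With the authors' log2 table the calls were 0 in CIA against NOCIA and in MTX, ANE, PLA and NOCIA at 1 hour, 70 in MS at 34 days (58 higher, 12 lower, 32 shared), 1 in NOCIA at 34 days, and 0 in MS against PLA at 1 hour and in the difference between changes. let-7b* reversed to 0.059 in MS against PLA at 1 hour. With normexp the calls were 0 in CIA against NOCIA, in MTX, PLA and NOCIA at 1 hour, in NOCIA at 34 days, in MS against PLA at 1 hour and in the difference between changes, and 4 in MS against PLA at 34 days. let-7b* reversed to 0.0098, and MS at 34 days had 45 calls (31 higher, 14 lower, 22 shared).

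With no filter on detection the calls were 371 in CIA against NOCIA, 372 and 366 in NOCIA at 1 hour and 34 days, 412 in MS against PLA at 34 days, 338 in MTX against PLA and 349 in the difference between changes. Of these, 334 to 351 in each comparison were on miRNAs detected on none of the 24 arrays, which carry no level. ANE at 1 hour and MS at 34 days had 0, and MS against PLA at 1 hour had 1. With only the 132 miRNAs detected on all arrays, the calls were 65 in MS at 34 days (53 higher, 12 lower, 34 shared), 36 in MS against PLA at 34 days (32 higher, 4 lower), and 0 in CIA against NOCIA, MTX, ANE, PLA and NOCIA at 1 hour, NOCIA at 34 days, MS against PLA at 1 hour and the difference between changes. The setting leaves out miRNAs undetected on any array, and with them every call of the comparisons now at 0. With the floor at 0.5 before scaling the calls were 4 in CIA against NOCIA, 3 in NOCIA at 1 hour, 0 in MS against PLA at 1 hour and 1 at 34 days, and 44 in MS at 34 days (31 higher, 13 lower, 37 shared). With undetected values at the floor they were 5 in CIA against NOCIA and 61 in MS at 34 days (51 higher, 10 lower, 40 shared).

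With only the arrays compared, which leaves 2 residual degrees of freedom for a pair of groups, the calls were 7 in CIA against NOCIA, 0 in MTX and PLA at 1 hour and in MS at 34 days, 1 in ANE and 10 in NOCIA at 34 days, 0 in MS against PLA at 1 hour, 8 in the difference between changes, and in the inflammation list 2 for CIA against NOCIA and 0 for MS. With control probe signal as a covariate they were 0 in MS at 34 days, 1 in PLA at 34 days and 0 in the inflammation list for MS. With the healthy change subtracted they were 1 in MS, 0 in MTX and 1 in PLA at 1 hour. The reversed values were -0.060 for miR-298 and -0.041 for miR-3544 in MTX, and -0.077 for let-7b* and -0.078 for miR-3544 in PLA.

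The replicate number as a block gave 61 calls in MS at 34 days (51 higher, 10 lower, including all 40) and moved no other count by over 1.5 times. The numbers do not pair the samples: over 66 pairs of groups the correlation of same-numbered deviations had a median of -0.03, from -0.77 to 0.84, with 26 over 0.1.

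By the study's threshold there were 1 in CIA against NOCIA, 7, 1, 9, 1 and 2 in MS, MTX, ANE, PLA and NOCIA at 1 hour, 3, 1 and 1 in MTX, ANE and PLA at 34 days, 8 and 31 in MS against PLA at 1 hour and 34 days, 1 in MTX against PLA, 4 in MS against MTX and 2 in the difference between changes. MS at 34 days had 37 (23 higher, 14 lower), of which 18 were among the 40 calls.

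Leaving out each array in turn leaves 1 array in that group, which is then assumed to vary like the other groups. The calls ranged from 2 to 3 in CIA against NOCIA, 0 to 34 in MS, 2 to 3 in MTX, 0 to 3 in ANE, 2 to 4 in PLA and 4 to 8 in NOCIA at 1 hour. At 34 days they ranged from 0 to 103 in MS, 0 to 1 in MTX, 0 to 1 in ANE, 0 to 0 in PLA and 2 to 3 in NOCIA. They ranged from 2 to 3 in MS against PLA at 1 hour, 0 to 91 at 34 days, 0 to 9 in MS against MTX, 0 to 6 in the difference between changes and 0 to 4 in the inflammation list for MS. The highest counts of MS, 34 at 1 hour and 103 and 91 at 34 days, came without its replicate 2, and 39 of the 103 were among the 40 calls. The median correlation between arms at 34 days ran from 0.41 to 0.73. Signals near the floor limit what can be said of miR-122, miR-298, let-7b*, miR-3544 and miR-3593-3p.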

Other observations

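In this part, the tests of a single array, of total signal and of control probes, and both tests on the control probes themselves, were chosen after the result was seen. Those of slide and of cell types were chosen before.

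The 40 miRNAs called in MS at 34 days moved by a median of 1.11 (log2, in the direction of the call). Against the slide as the whole cause, PLA at 34 days on the same slide moved them by a median of 0.15, and MTX by 0.41. ANE at 1 hour, also on slide 1, moved them by 0.65, so part of the shift may come with the slide. Whether 1 array carries the calls stays open. Replicate 2 of MS moved the called miRNAs 0.563 times as far as replicate 1, while 0 calls were left without replicate 1 (and 1 and 0 without replicate 1 and replicate 2 of CIA before therapy). The miRNAs were picked using both arrays, which favours replicate 2. Over miRNAs picked without replicate 2, which favours replicate 1, the median shift was 1.32 on replicate 1 and 0.60 on replicate 2 (ratio 0.455). Over the 40, the mean shift of replicate 2 was 0.93, below the 0.95 of replicate 1 of MS at 1 hour. All of these shifts are also taken against the same CIA arrays.

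Other candidate explanations are the amount or make-up of the labelled RNA and a lower control probe signal. A score was taken as the mean of the called miRNAs in the direction of their calls, centred within each of the 11 pairs outside MS at 34 days. It correlated with log2 summed intensity (r = 0.853, exact within-pair permutation p 0.0371, adjusted over 2 relations 0.0371; rho = 0.784, p 0.0313, adjusted 0.0508) and with control probe signal (r = -0.772, exact p 0.0322, adjusted 0.0371; rho = -0.632, p 0.0508, adjusted 0.0508). Without the 2 pairs farthest apart in each measure, r was 0.626 (exact p 0.148) and -0.354 (exact p 0.129), so neither relation was past 0.05 without them. Fewer pairs also lower what the test can show. MS at 1 hour was among the pairs left out of both. With control probe signal as a covariate, chosen after the data were seen, 0 of the 40 calls were left. Neither explanation can be told apart from an effect of MS with 2 arrays.

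A change in the cells recovered may also move PBMC miRNAs. All 4 measured lymphocyte miRNAs were lower in MS at 34 days (median -1.53). All 3 platelet miRNAs detected on all 24 arrays were higher (median 1.17), and 4 of 5 myeloid miRNAs were higher (median 0.78). Without scaling, 1 of the 4 lymphocyte miRNAs (miR-181a) and both erythroid and all 5 myeloid miRNAs were higher, against a median of all miRNAs that was itself at 1.32 (0.16 in the main setting). The lists were held to members detected on all 24 arrays, so their detection is no evidence. Of the 6 listed platelet miRNAs, this left out miR-126* and miR-199a-3p, each detected on 2 arrays, and miR-199a-5p, detected on no array. miR-126, miR-150, miR-223 and miR-342-3p are among those the study listed from these samples, and miR-150, miR-181a, miR-126 and miR-223 are also in the inflammation list. Fewer lymphocytes would raise every other list, and red cells carried over would raise the erythroid list. The erythroid list had a median of -0.28, with miR-451 (mean level 13.52 over all arrays) at -0.79 (SE 0.94) and miR-144 at 0.23 (SE 0.95), too uncertain to decide either. The lymphocyte median was -2.09 on replicate 1 and -0.97 on replicate 2. A response to MS stays open, and was not shown apart from these.

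The control probes named hur and mr were low on replicate 1 of MS, with differences from the median of the other 22 arrays of -2.52 (log2) at 34 days and -1.64 at 1 hour. What these 6 probes measure is not stated. The 4 dmr probes on those arrays were at 12.23 and 12.13, against 11.54 to 12.22 elsewhere. What the dmr probes measure is not stated either. The summed intensities of those arrays, 519917 and 371061, were the highest of the 24, against 305171 or less elsewhere, which argues against poor labelling or hybridisation of the whole array. In hur and mr signal the other arrays of slide 1 were at 11.80 or higher and those of slide 3 at 11.48 or higher, which argues against the slide. The make-up of the RNA of those 2 samples stays open. No biological explanation was tested.

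miR-122 was at 7.76 and 7.73 in NOCIA before therapy and at 8.96 and 5.43 in ANE at 1 hour. It was detected on both arrays of PLA at 1 hour (mean 3.98) and on at most 1 array of every other group. These values are given without an explanation.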
